A study of Mus musculus with 69 samples. Its data were reported in "Application of biclustering of gene expression data and gene set enrichment analysis methods to identify potentially disease causing nanomaterials" (2015).

How the data were processed

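Lung RNA of 69 female C57BL/6 mice was profiled on 2-colour Agilent whole-genome mouse arrays, with 1 mouse per array. Each mouse had been given titanium dioxide nanoparticles or the vehicle alone by a single instillation into the trachea. NRCWE-001 is the unmodified particle, and NRCWE-002 is the same kind of particle with a positively charged surface. Per the labels, the doses were 18, 54 and 162 µg, and lungs were taken 1 or 28 days later. On every array the RNA of the mouse was in the red channel (Cy5) and a commercial mouse reference RNA was in the green channel (Cy3). No dyes were swapped, so the size of a ratio to the reference is open to dye bias.

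The deposited scanner output held an intensity for each spot in both channels, which is the median pixel brightness on a linear scale, with the local background beside it. These values had been read by the authors with Agilent Feature Extraction software and had not been normalized. The same files held processed signals, which the scanner software had corrected for background and dye. The authors' deposited table of processed values held log2 ratios of sample to reference, normalized within each array by LOWESS. Its direction and scale were checked against the scanner output of each array. Across arrays, its Pearson correlation over spots was 0.988 to 0.995 with the log ratios computed here and 0.994 to 0.999 with ratios computed without background correction.

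The intensities were processed with limma 3.58.1 in R 4.3.3. Background was corrected with normexp and an offset of 50, and each array was normalized by loess. Spots whose local background lay over 10 median absolute deviations from the median of the array, 0 to 458 per array, were left out when the normexp curve was fitted. This step was added after the data were examined, because 4 arrays otherwise correlated below 0.97 with the authors' deposited log2 ratios. Mean signals had been planned for the alternatives, and median signals were used throughout. Control spots and spots marked as outliers by the scanner software were left out, and 0 spots were saturated. Repeat spots of a probe were averaged by their median.

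The scanner output gave probe accessions without gene names or coordinates. Accessions were matched, without their version numbers, to a RefSeq gene table of assembly GRCm38.p6, which was used for symbols alone because the array annotation followed build mm9. Of 41174 probes, 27479 (66.7%) matched a symbol and 13695 did not. A probe was kept when it was well above background in the sample channel on at least 4 of the 69 arrays, which left 36452 probes, 25826 of them matched. The value of a gene was the median over its kept probes. This gave 17628 genes, of which 11356 had 1 probe, and no gene was missing on more than 3 arrays. The arrays hold no count of molecules, so their number limits the precision of each mean.

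Groups were taken from the labels. There were 14 groups of 5 arrays each, except the vehicle group of day 28, which had 4. Genes were tested with limma in 1 fit of all 69 arrays with 14 group means and no other term, as the methods of the study named none. The dose effect of each particle on each day was a moderated F-test over the contrasts of the 3 doses with the vehicle of the same day. Each dose was also contrasted with the vehicle, the mean over the 3 doses of NRCWE-002 was contrasted with that of NRCWE-001, and the effect of 162 µg on day 28 was contrasted with that on day 1. P-values were adjusted by Benjamini-Hochberg within each contrast, and a gene was called at an adjusted p below 0.05. By chance alone, a share of 0.05 of unchanged genes has an unadjusted p below 0.05 on average. The likeness of the 2 particles was the Pearson correlation across genes of their log2 fold changes at 162 µg. Because both fold changes share the vehicle arrays, it was set beside 1000 pairs of simulated unchanged groups, each pair with a simulated vehicle group in common. All simulated groups were drawn from the residuals of all 69 arrays. All tests were 2-sided, except the F-test, which has no direction.

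The 10 biclusters were gene lists that the study had drawn from other lung disease data. Enrichment followed its methods. The log2 of the ordinary F-statistic of the dose effect was compared between the genes of a bicluster and all genes by a 2-sample test with unequal variances, for 40 tests adjusted together. This test takes genes as independent. A score per animal, the mean log2 ratio over the genes of a bicluster, was compared between each dose and the vehicle by an exact permutation test, for 120 tests adjusted together. Benjamini-Hochberg adjustment was used for both, while the study's methods state no adjustment for its enrichment test.

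The genes named in the text followed a rule. For each particle and day, among genes called at 162 µg whose exposed arrays all lay on one side of all vehicle arrays, up to 4 with the largest change were named. The 3 members of Bicluster 3 and of Bicluster 7 with the largest mean change at 162 µg on day 1 were named, as were the 3 called genes with the largest difference between the particles on each day. Genes outside the rule are marked as such. Where a gene was not well above background on any array of a group, the fold is a lower limit. It was computed from the red channel after loess and Aquantile, with each dim array at the higher of its own value and the lowest signal among probes well above background, and it is open to dye bias.

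The arrays lay on 18 slides scanned on 12 days, and no group was confined to 1 slide. Slide as a fixed block, slide as a random block and scan day as a fixed block were alternatives. The others were no background correction, the processed signals of the scanner software, Aquantile, median centring in place of loess, the authors' table, no filter on dim probes, a filter for probes well above background on all arrays, the brightest probe per gene and separate fits of the arrays compared. For the biclusters, they were the F after a slide block, the moderated F, 10000 random gene lists matched on intensity, scores after removing slide means and scores by the median. Each array was also left out in turn. One alternative, with unmatched probes kept as features of their own, was added later. Each count of genes and each enrichment was set beside 100 splits of the same arrays into groups of the same sizes. The groups, tests, alternatives and rule for naming genes were fixed before the data were examined.

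For the closing observations, lists of heart muscle, neutrophil and fat tissue genes were written from general knowledge before their values were examined. Relations across animals were taken within groups, with 100000 permutations, and the p-values of 4 relations were adjusted together.

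The code was tested on simulated data in which 200 of 17628 genes changed by 1.50 on the log2 scale. For NRCWE-001 at 162 µg, 96.5% of them were called on day 1 and 96.0% on day 28, beside 8 and 13 unchanged genes. With a simulated slide effect the shares were 97.0% and 96.0%. The dose effect of NRCWE-001 on day 1 recovered 96.0% of them. A simulated change of Bicluster 3 was called by the enrichment test in 2 of 2 experiments, beside 2 calls of unchanged biclusters, and by the adjusted score test in 0 of 2. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15, and data were read with the data.table package, version 1.17.8.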

Results

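Gene expression was measured in the lungs of 69 mice, each on its own array against a common reference RNA. On day 1 there were 5 vehicle mice and 5 mice at each of 18, 54 and 162 µg of NRCWE-001 and of NRCWE-002. On day 28 there were 4 vehicle mice and 5 mice at each dose of each particle. All values are log2 ratios of lung RNA to reference RNA, so a level describes a gene relative to the reference and only differences between groups carry a comparison. The share of spots well above background ran from 61.4% to 87.8% of an array in the sample channel, with a median of 67.8%, and from 49.7% to 85.5% in the reference channel. The median sample intensity of an array ran from 106 to 216 units over a local background of 62 to 81, and 0 spots were saturated. Probes near background have compressed ratios, and the number of arrays per group limits the precision of every mean.

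Arrays were compared before groups were averaged. The Pearson correlation of 2 arrays across genes ran from 0.779 to 0.991. Its median was 0.965 within groups and 0.96 between groups. After removal of group means, slides took 61.6% of the remaining sum of squares, against 30.9% by chance. The first component of what remained held 25.2% of the variance, and 94.3% of that component lay between slides. Slides and groups overlapped in part, so each result was also computed with slide as a fixed block.

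The first question was which genes followed the dose of each particle on each day. The moderated F-test of limma called 123 of 17628 genes for NRCWE-001 on day 1, of which 83 were higher and 40 lower at 162 µg than in vehicle mice. Of these, 87 had their largest change at 162 µg, 21 at 54 µg and 15 at 18 µg. For NRCWE-002 on day 1 it called 145 genes, 115 of them higher and 30 lower at 162 µg, and 131 had their largest change at 162 µg. For NRCWE-001 on day 28 it called 84 genes, and 48 of them had their largest change at the lowest dose of 18 µg. For NRCWE-002 on day 28 limma called 0 genes. An unadjusted p below 0.05 was reached by 764, fewer than the share of 0.05 of all 17628 genes that chance gives on average. A term for slide or scan day moved each of these counts most. On day 1 the furthest were 1294 genes for NRCWE-001 with slide as a fixed block, among them all 123, and 727 for NRCWE-002 with scan day as a fixed block. On day 28 they were 503 for NRCWE-001 and 7 for NRCWE-002, with slide as a random block. The fixed slide block gave 409 for NRCWE-002 on day 1 (103 of the 145 remained), 343 for NRCWE-001 on day 28 (77 of the 84 remained) and 2 for NRCWE-002 on day 28. Single arrays at 162 µg also moved the counts. For NRCWE-001 on day 1 the count was 38 without replicate 4 and 298 without replicate 5, for NRCWE-002 on day 1 it was 52 without replicate 2 and 265 without replicate 5, and for NRCWE-001 on day 28 it was 38 without replicate 5 and 282 without replicate 2. For NRCWE-002 on day 28 it was 5 without replicate 1.

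Each dose was then compared with the vehicle mice of the same day. At 162 µg on day 1, limma called 100 genes for NRCWE-001, of which 76 were higher and 24 lower, and 24 changed more than 2-fold. Of these, 34 had all 5 exposed arrays on one side of all 5 vehicle arrays, which held for 3.42% of all genes and which chance gives for 0.794% of genes not chosen by the test. For NRCWE-002 at 162 µg on day 1, 105 genes were called, 85 higher and 20 lower, with 24 past 2-fold, and 85 of the 105 had fully separated arrays, against 4.92% of all genes. With slide as a block the counts were 777 (including all 100) and 340 (including 76). Both counts rested on single arrays: for NRCWE-001 it was 14 without replicate 4 at 162 µg and 290 without replicate 5, and for NRCWE-002 it was 24 without replicate 2 at 162 µg and 210 without replicate 5.

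At 54 µg on day 1, 11 genes were called for NRCWE-002, all higher, and 8 of them past 2-fold. Their names were looked up after the count was seen: Saa1, Saa2, Saa3, Orm2, Lcn2, Timp1, Cp, Hpx, Hmox1, Clmp and Psmb4. All 11 remained with slide as a block, which called 252 genes, but without replicate 1 of the dose the count was 0. For NRCWE-001 at 54 µg on day 1 limma called 0 genes, with 806 at an unadjusted p below 0.05 and 134 called with slide as a block. At 18 µg on day 1 limma called 0 genes for NRCWE-001 (861 at an unadjusted p below 0.05, 4 with slide as a block) and 0 for NRCWE-002 (538 and 1). The 806, 861 and 538 genes are each fewer than a share of 0.05 of all genes, which chance gives on average.

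On day 28 fewer genes were called at the high dose. NRCWE-001 at 162 µg gave 8 genes, 6 higher and 2 lower, of which 6 had fully separated arrays. This held for 2.24% of all genes, and chance gives it for 1.59% of genes not chosen by the test. In the same fit 1517 genes had an unadjusted p below 0.05, and with slide as a block 0 genes were called. The count ran from 0 without vehicle replicate 4 to 79 without replicate 3 at 162 µg. NRCWE-002 at 162 µg gave 1 gene, Hspa1a, which was not called with slide as a block. Limma called 0 genes for NRCWE-001 at 54 µg (511 at an unadjusted p below 0.05, 0 with slide as a block), for NRCWE-002 at 18 µg (1079 and 0) and for NRCWE-002 at 54 µg (871 and 0). Chance gives a share of 0.05 of all genes on average, and 511 and 871 are fewer than that, while 1079 is more.

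NRCWE-001 at 18 µg on day 28 gave more calls than the higher doses of that day, with 34 genes, 21 higher and 13 lower, and 5 past 2-fold. With slide as a block 85 genes were called, and 28 of the 34 remained. Without vehicle replicate 1 the count was 11. The gene with the smallest p was Hspa1a, which was chosen after its values were seen. Its mean was 2.95 ± 0.17 (SD, n = 5) against 0.85 ± 0.47 (n = 4) in vehicle mice, a log2 fold change of 2.10 ± 0.21 (SE) with an adjusted p = 4.14e-10, and 5 of 5 exposed arrays lay above all vehicle arrays. Its 2 probes gave 2.09 and 2.11, and cross-hybridisation with the near-identical Hspa1b was not excluded. With slide as a block its change was 2.06.

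**Figure D1:**
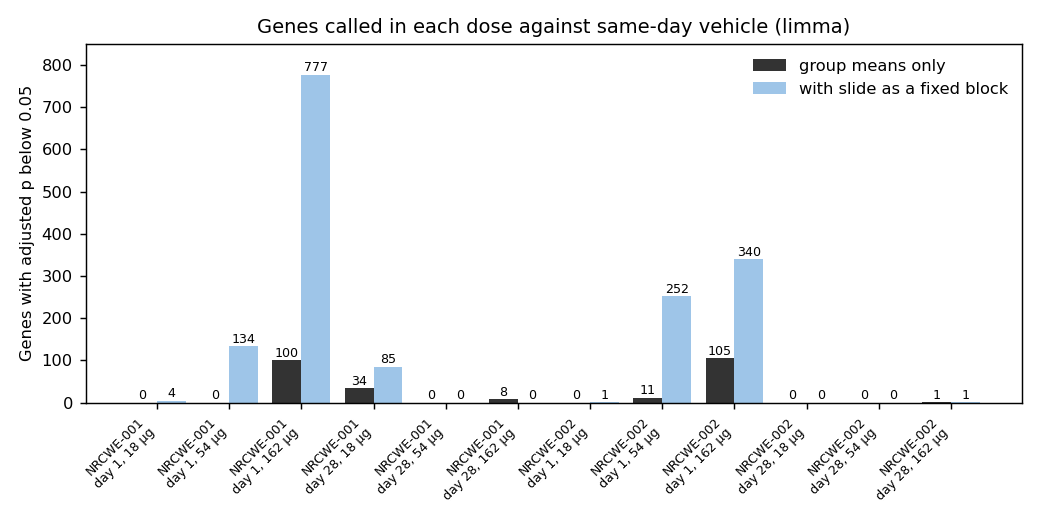
Number of genes called by limma at an adjusted p below 0.05 in each dose against the vehicle of the same day, from group means only (dark bars) and with slide as a fixed block (light bars). The tallest bars belong to 162 µg on day 1, with 100 and 777 genes for NRCWE-001 and 105 and 340 for NRCWE-002, while on day 28 the largest counts, 34 and 85, belong to NRCWE-001 at 18 µg.

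The named genes at 162 µg on day 1 were as follows. For NRCWE-002, Saa3 had a mean log2 ratio of 3.11 ± 2.09 (SD, n = 5) against -3.32 ± 0.30 (n = 5) in vehicle mice, a log2 fold change of 6.42 ± 1.14 (SE; adjusted p = 0.00205). Saa1 was at 3.08 ± 1.75 against -0.68 ± 0.08, a change of 3.76 ± 0.66 (adjusted p = 0.00204), and its 2 probes differed, at 2.68 and 4.85. Lcn2 was at 4.17 ± 0.91 against 1.15 ± 0.16, a change of 3.02 ± 0.61 (adjusted p = 0.00715). Cxcl5 was not well above background on 5 of 5 vehicle arrays. In the sample channel alone it was at least 11.8-fold higher at 162 µg, and its ratio to the reference changed by 3.49 ± 0.78, or 11.2-fold (adjusted p = 0.0166), so the lower limit holds for the sample channel and not for the ratio. For NRCWE-001, Il1b was at 2.95 ± 0.83 against 1.33 ± 0.30, a change of 1.62 ± 0.36 (adjusted p = 0.0147), and Clec4d at -0.94 ± 0.76 against -2.32 ± 0.19, a change of 1.39 ± 0.32 (adjusted p = 0.0200). Nfkbiz changed by 0.99 ± 0.21 (adjusted p = 0.0124) and Tmem176b by 0.98 ± 0.22 (adjusted p = 0.0141). Each of these 8 genes was higher in 5 of 5 exposed arrays than in any vehicle array and was called with slide as a block. The calls of Il1b, Clec4d, Nfkbiz, Tmem176b and Cxcl5 each depended on single arrays, being lost in 3, 5, 1, 3 and 4 of the 10 fits that left out 1 array. In replicate 5 of NRCWE-002, Saa3, Saa1 and Lcn2 lay far below the other 4 arrays, as did Tmem176b in replicate 5 of NRCWE-001. Nfkbiz in vehicle replicate 2 lay above the other vehicle arrays, and 3 of 3 neighbours on its slide lay above their own group means for this gene.

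Saa3 spread widely between animals. At 162 µg of NRCWE-001 on day 1 it ranged from -3.51 to 5.14 (mean 2.80 ± 3.56, SD, n = 5), and 4 of 5 arrays lay above all vehicle arrays. At 54 µg of NRCWE-001 the mean was 0.00 ± 3.58 (n = 5), with 3 of 5 arrays above all vehicle arrays. At 54 and 162 µg of NRCWE-002 5 of 5 arrays lay above all vehicle arrays. The per-animal levels of Saa3 were singled out after the values were seen.

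**Figure D2:**
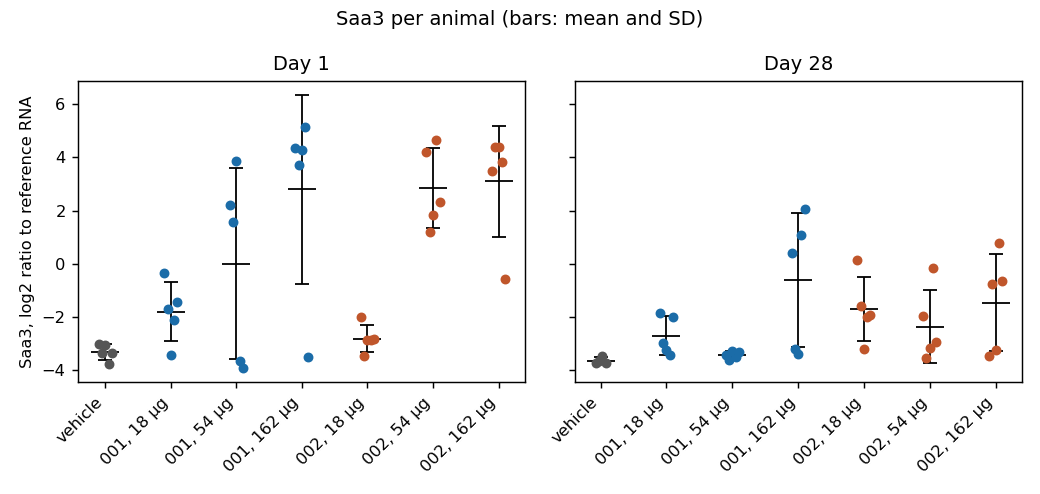
Log2 ratio of Saa3 to the reference RNA on each array (points) with mean and SD (bars) by dose and particle on day 1 (left) and day 28 (right). On day 1 the vehicle arrays lie between -3.78 and -3.04, and at 54 and 162 µg of NRCWE-001 3 of 10 arrays lie no higher than the vehicle arrays while the other 7 lie between 1.58 and 5.14.

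For NRCWE-001 at 162 µg on day 28, Nr4a1 was at 1.88 ± 0.53 (SD, n = 5) against -0.18 ± 0.74 (n = 4) in vehicle mice, a log2 fold change of 2.06 ± 0.43 (SE; adjusted p = 0.0300). Gpr171 changed by 1.02 ± 0.22 (adjusted p = 0.0429), Stra6l by 0.64 ± 0.13 (adjusted p = 0.0272; its 2 probes gave 0.21 and 1.08) and Sspn by -0.51 ± 0.11 (adjusted p = 0.0429). The 5 exposed arrays lay above all vehicle arrays for the first 3 genes and below them for Sspn. None of the 4 was called with slide as a block, where the changes were 2.02, 0.93, 0.39 and -0.39. For NRCWE-002 at 162 µg on day 28, Hspa1a was at 1.94 ± 0.48 (n = 5) against 0.85 ± 0.47 (n = 4), a change of 1.09 ± 0.21 (adjusted p = 0.0428) with 5 of 5 exposed arrays above all vehicle arrays. With slide as a block the change was 0.92 and was not called. Each of these 5 calls was lost when certain single arrays were left out, in 5, 6, 5, 7 and 5 of 9 fits.

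The next question was whether the charged and uncharged particles differed. On day 1, the mean over the 3 doses differed between NRCWE-002 and NRCWE-001 for 22 genes by limma, 2 higher and 20 lower in mice given NRCWE-002, and 0 of them past 2-fold. Neat1 was lower by a log2 difference of -0.89 ± 0.19 (SE, n = 15 and 15; adjusted p = 0.0284), with means of 0.35 ± 0.58 and 1.23 ± 0.62 (SD). Snhg20 was lower by -0.74 ± 0.15 (adjusted p = 0.0157) and Rsrp1 by -0.66 ± 0.13 (adjusted p = 0.00918). The particles overlapped, with 3, 3 and 6 of the 15 NRCWE-002 arrays below all NRCWE-001 arrays. On day 28, 834 genes differed, 379 higher and 455 lower, and 3 of them past 2-fold. Lars2 was higher for NRCWE-002 by 1.25 ± 0.39 (adjusted p = 0.0481), at 2.68 ± 2.10 (n = 15) against 1.43 ± 0.26 (n = 15), with 9 of 15 arrays above all those of the other particle. Creb3l3 was higher by 1.16 ± 0.24 (adjusted p = 0.00377) and 2810459M11Rik by 1.05 ± 0.22 (adjusted p = 0.00455), each with 12 of 15 arrays above. With slide as a fixed block, limma called 0 genes on day 1 (1298 at an unadjusted p below 0.05 without the block) and 4 on day 28, 2 of which were among the 834. None of the 6 genes was called with the block, though 5 kept their direction, with Neat1 at -0.68, Snhg20 at -0.59, Rsrp1 at -0.62, Creb3l3 at 0.90 and 2810459M11Rik at 0.84, while Lars2 changed direction, to -0.08. Median centring in place of loess moved the count of day 28 furthest in the other direction, to 4518 genes, of which 372 were higher and 4146 lower. Without replicate 2 of NRCWE-002 at 54 µg the count of day 28 was 343, and without replicate 1 of NRCWE-002 at 162 µg the count of day 1 was 8. The call of Neat1 was lost in 9, of Snhg20 in 2 and of Lars2 in 17 of the 30 fits that left out 1 array.

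The 2 particles were also compared through their changes at 162 µg. Across genes, which are not independent replicates, the log2 fold changes of the particles had a Pearson correlation of 0.859 on day 1. Simulated unchanged groups with a simulated vehicle group in common gave a median of 0.495 and a 95% range of -0.00766 to 0.819. Of 1000 simulations, 5 gave a value as large. Of the 100 and 105 called genes 56 were shared, and all 56 changed in the same direction. On day 28 the correlation was 0.567, and the simulated median was 0.569, with 504 of 1000 simulations as large, so no likeness beyond that of the simulation was detectable. The simulated vehicle groups came mostly from exposed arrays, which can spread more than vehicle arrays (Bicluster 3 score, SD within groups 0.42 against 0.13). The simulation may thus overstate what a shared vehicle gives, and a likeness on day 28 stays open. The alternative that moved the value of day 1 most was the processed signals of the scanner software, with 0.692, and without replicate 1 of NRCWE-001 at 162 µg it was 0.816. No unchanged groups were simulated for these 2 settings.

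Whether the effect of 162 µg changed between the days was tested directly. Limma called 0 genes for NRCWE-001 (765 at an unadjusted p below 0.05) and 0 for NRCWE-002 (1178), and 0 for both with slide as a block. Against the share of 0.05 of all genes that chance gives on average, 765 is fewer and 1178 is more. Slide as a random block called 2 genes for NRCWE-001 and 7 for NRCWE-002, and scan day as a fixed block called 3 and 22, so whether any gene was called depended on the model.

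The 10 biclusters are lists of genes that changed together in mouse models of lung disease, and the question was which of them followed the dose of the particles. Bicluster 3 (chemokine activity, 17 of 17 genes tested) was enriched in all 4 experiments. Its t statistic was 3.13 (adjusted p = 0.0160) for NRCWE-001 on day 1, 3.56 (adjusted p = 0.00739) for NRCWE-001 on day 28, 5.91 (adjusted p = 0.000181) for NRCWE-002 on day 1 and 5.04 (adjusted p = 0.000528) for NRCWE-002 on day 28. Bicluster 7 (pulmonary fibrosis, 19 of 20 genes) was enriched on day 28, with 5.93 (adjusted p = 0.000170) for NRCWE-001 and 4.07 (adjusted p = 0.00258) for NRCWE-002. On day 1 it was short of the threshold, with 2.37 (adjusted p = 0.0581) and 2.45 (adjusted p = 0.0521). The difference between the days was not tested. The F after a slide block moved Bicluster 3 most, to -1.04 for NRCWE-002 on day 28, and took it and Bicluster 7 below the threshold in that experiment, with 0.582 for Bicluster 7. It also took Bicluster 3 below the threshold for NRCWE-001 on day 28, at 0.922. The moderated F lost the same 3 calls, and the processed signals lost Bicluster 3 for NRCWE-001 on day 28. Random gene lists matched on intensity put Bicluster 3 for NRCWE-001 on day 1 below the threshold, with z = 2.24. The enrichment of Bicluster 3 for NRCWE-002 on day 1 and of Bicluster 7 for NRCWE-001 on day 28 stayed past the threshold under every alternative and without any 1 array. Elsewhere leaving out 1 array could decide the call. Bicluster 3 for NRCWE-001 on day 1 fell short in 4 of 20 fits, at the lowest 1.88 without replicate 4 at 162 µg. On day 28 it fell short in 2 of 19 fits for NRCWE-001 and in 1 of 19 for NRCWE-002. The lowest values there were 2.35 and 1.84, both without vehicle replicate 2. Bicluster 7 for NRCWE-002 on day 28 fell short in 2 of 19 fits, at the lowest 0.950 without replicate 2 of 162 µg. On day 1 it passed the threshold in 5 of 20 fits that left out 1 array for NRCWE-001, at most at 3.44, and in 11 of 20 for NRCWE-002, at most at 3.07.

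Of the other biclusters, Bicluster 10 (reactive oxygen species) was enriched for NRCWE-001 with 3.98 on day 1 and 5.77 on day 28. Bicluster 1 (acute inflammatory response) was enriched with 5.61 for NRCWE-001 on day 28, 5.10 for NRCWE-002 on day 1 and 5.88 for NRCWE-002 on day 28. Bicluster 2 (cell cycle) was enriched in the same 3 experiments, with 4.62, 2.63 and 3.47. Bicluster 8 (response to wounding) was enriched for NRCWE-001 on day 28 with 7.29, and Bicluster 5 (DNA replication) for NRCWE-002 on day 1 with 3.40. Bicluster 9 (cardiac muscle contraction) had the highest t statistic of the 40 tests, 7.91 (adjusted p = 2.45e-05), for NRCWE-002 on day 28, but with the F after a slide block it changed direction, to -2.02, and its score varied as much among vehicle animals (SD within groups 0.90) as among exposed animals (0.91). Most of these 11 calls depended on the processing. The F after a slide block lost 5 more of them, those of Bicluster 10 for NRCWE-001 on day 1, Bicluster 2 for NRCWE-001 on day 28 and NRCWE-002 on day 1, Bicluster 5 for NRCWE-002 on day 1 and Bicluster 1 for NRCWE-002 on day 28. Random gene lists matched on intensity lost 2, with z = 1.59 for Bicluster 10 with NRCWE-001 on day 1 and z = 2.09 for Bicluster 2 with NRCWE-002 on day 1. The moderated F lost Bicluster 2 in its 3 experiments, and median centring changed its direction for NRCWE-002 on day 28. The processed signals lost Bicluster 10 for NRCWE-001 on both days, Bicluster 1 for both particles on day 28 and Bicluster 8 for NRCWE-001 on day 28. Bicluster 10 for NRCWE-001 on day 1 was also lost with median centring, without background correction and with the authors' values. The call of Bicluster 1 for NRCWE-002 on day 1 was kept under every alternative. Leaving out 1 array lost the call of Bicluster 2 for NRCWE-002 in 9 of 20 fits on day 1 and 4 of 19 on day 28. It lost that of Bicluster 10 for NRCWE-001 on day 1 in 1 of 20 and that of Bicluster 1 for NRCWE-001 on day 28 in 1 of 19. For Bicluster 2 in NRCWE-002 on day 28 the median change at 162 µg was -0.01 and the mean 0.01. At 18 µg they were 0.26 and 0.21, with 14 of 18 genes higher, and at 54 µg they were 0.007 and -0.003. The positive t statistic covers all 3 doses, so it does not conflict with the values at 162 µg. The genes of Bicluster 10 were mostly lower, with 2 of 16 higher at 162 µg of NRCWE-001 on each day, and 17 of 17 genes of Bicluster 9 were higher at 162 µg of NRCWE-002 on day 28. The study drew Biclusters 9 and 10 from genes that were lower in the disease models, and the others from genes that were higher. In these comparisons Bicluster 10 thus moved the same way as in those models, and Bicluster 9 the opposite way. The number of enriched biclusters was 2 and 6 for NRCWE-001 and 4 and 5 for NRCWE-002 on days 1 and 28. Biclusters 4 and 6 were enriched in 0 of 4 experiments. The test takes genes as independent and has no direction.

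**Figure D3:**
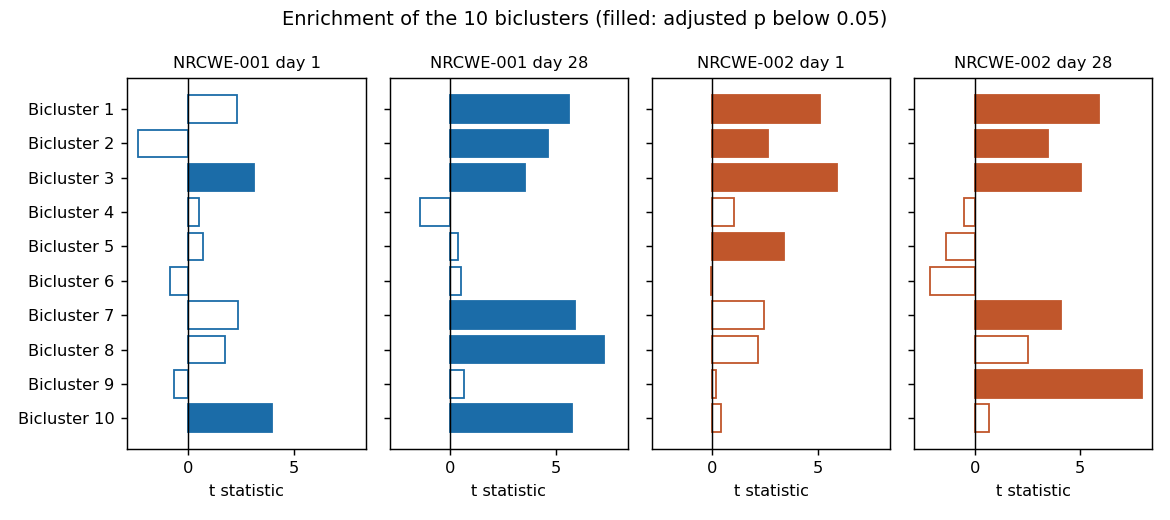
The t statistic of the enrichment test (horizontal axis, log2 F of the dose effect in a bicluster against all genes) for 10 biclusters in each particle and day. Filled bars have an adjusted p below 0.05; Bicluster 3 is filled in all 4 panels, from 3.13 to 5.91, and Bicluster 9 reaches 7.91 in 1 panel.

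The score per animal gave the direction of these changes. For Bicluster 3 at 162 µg, the score exceeded that of vehicle mice by 0.73 for NRCWE-001 on day 1, where it was 0.74 ± 0.64 (SD, n = 5) against 0.00 ± 0.12 (n = 5), and 4 of 5 arrays lay above all vehicle arrays. It exceeded it by 0.83 for NRCWE-002 on day 1, at 0.84 ± 0.38 with 5 of 5 arrays above, by 0.67 for NRCWE-001 on day 28, at 0.62 ± 0.63 against -0.05 ± 0.13 (n = 4) with 4 of 5 above, and by 0.58 for NRCWE-002 on day 28, at 0.53 ± 0.55 with 3 of 5 above. At 18 and 54 µg the score was 0.09 ± 0.32 and 0.23 ± 0.49 for NRCWE-001 on day 1, -0.05 ± 0.09 and 0.53 ± 0.36 for NRCWE-002 on day 1, -0.05 ± 0.19 and 0.02 ± 0.20 for NRCWE-001 on day 28, and 0.39 ± 0.43 and 0.24 ± 0.35 for NRCWE-002 on day 28. The means rose from 18 to 54 and from 54 to 162 µg except for NRCWE-002 on day 28, where the mean at 54 µg was the lowest. For Bicluster 7 the excess at 162 µg was 0.32 and 0.32 on day 1 and 0.63 and 0.50 on day 28 for NRCWE-001 and NRCWE-002. By the exact permutation test, 0 of 120 comparisons of scores passed the adjustment and 19 had an unadjusted p below 0.05. The smallest p that 5 against 5 or 5 against 4 animals allow in this exact test is 0.00794, which 8 comparisons reached, Bicluster 3 for NRCWE-002 on day 1 at 54 and 162 µg among them, with an adjusted p of 0.119. At least 20 comparisons at that p were needed for any to pass, so the test was limited by the number of animals. No alternative took a score past the threshold.

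**Figure D4:**
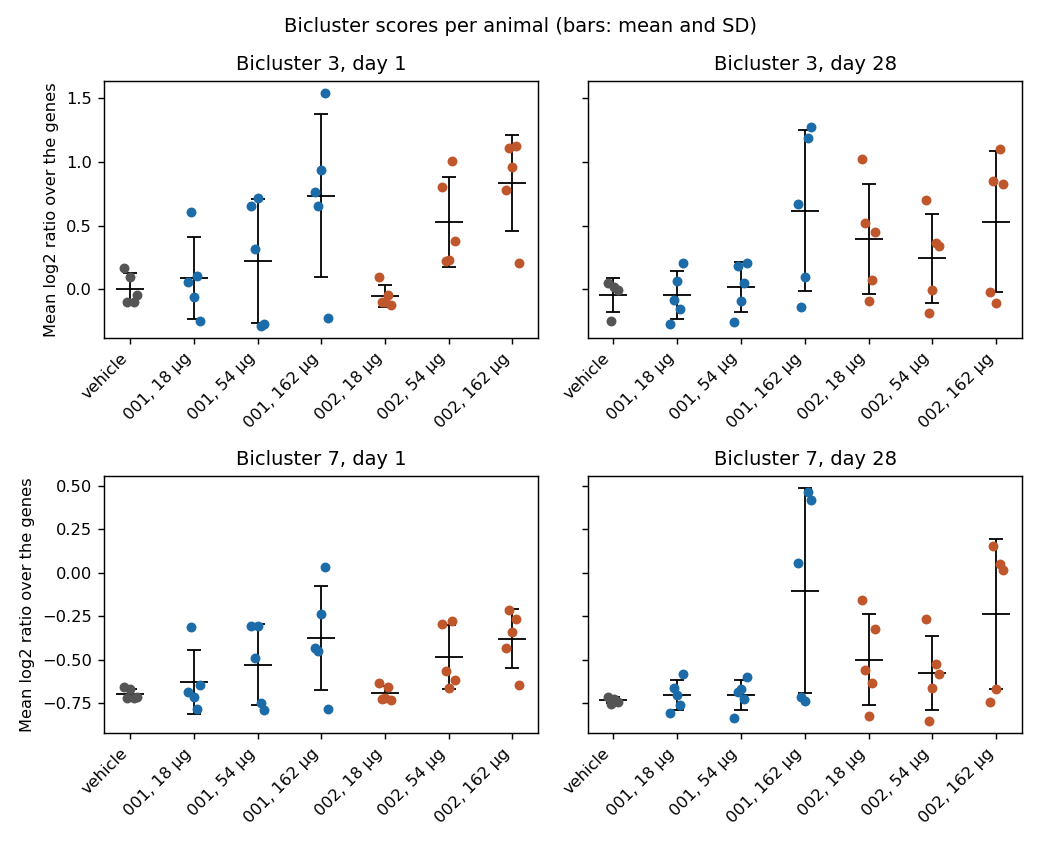
Score of Bicluster 3 (top) and Bicluster 7 (bottom) on each array (points, mean log2 ratio over the genes) with mean and SD (bars), by dose and particle on day 1 (left) and day 28 (right). The scores at 162 µg spread far more than those of vehicle mice, and for Bicluster 3 the vehicle SD is 0.12 on day 1 against 0.64 for NRCWE-001 at 162 µg.

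Within Bicluster 3, 17 of 17 genes were higher at 162 µg than in vehicle mice on day 1 for both particles, and 15 and 13 of 17 on day 28 for NRCWE-001 and NRCWE-002. Adjusted over the list alone, 6 and 8 of them were called on day 1 and 7 and 5 on day 28, against 1, 1, 0 and 0 when adjusted over all genes. Of Bicluster 7, 4 and 4 genes were called on day 1 and 10 and 5 on day 28 when adjusted over the list alone, against 0 in each over all genes. The members with the largest change were Slc26a4, Ccl2 and Mt2 in Bicluster 3. On day 1 Slc26a4 changed by 1.98 ± 0.81 (SE, n = 5 and 5; adjusted p = 0.470) for NRCWE-001 and 2.57 ± 0.81 (adjusted p = 0.147) for NRCWE-002. Ccl2 changed by 1.98 ± 0.53 (adjusted p = 0.0616) and 2.00 ± 0.53 (adjusted p = 0.0574), with 4 of 5 arrays of each particle above all vehicle arrays, and Mt2 by 1.43 and 1.37. On day 28 Slc26a4 changed by 2.07 and 1.47, Ccl2 by 1.96 and 1.81, and Mt2 by 0.14 and 0.21. In Bicluster 7, Cxcl10 changed by 1.83 and 1.54 on day 1 and by 2.06 and 2.05 on day 28, Ccl3 by 0.78 to 1.14 over the 4 comparisons, and Tgm1 by 0.81 and 0.90 on day 1 and by 0.44 and 0.20 on day 28. Replicate 5 at 162 µg on day 1 lay far below its group for Slc26a4 with both particles, and replicate 4 of NRCWE-002 at 162 µg on day 28 lay above its group for Tgm1. None of these 6 genes was called over all genes in any of the 4 comparisons, while slide as a block called Ccl2, Mt2 and Ccl3 for NRCWE-001 on day 1.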

Values the study reported

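The study assembled 11 studies of mouse lung disease with 52 experimental conditions and 8752 gene symbols in common, and its biclustering gave 10 lists of genes. It listed 17 gene symbols for Bicluster 3, with an FDR-adjusted p-value of 0.032 for chemokine activity and 0.0056 for the extracellular region. Bicluster 7, which it linked with pulmonary fibrosis, gave no significant gene sets. The study described Bicluster 3 as enriched for most of the nanomaterials it examined, and Bicluster 7 as enriched in most of the experiments with carbon nanotubes and carbon black. Its abstract called every nanomaterial study significant for the chemokine bicluster. It concluded that carbon black and carbon nanotubes alone were potentially fibrogenic. The enrichment of Bicluster 7 found here for both titanium dioxide particles on day 28 differs from that conclusion.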

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

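The tests of single arrays given in this part, and the features with no matched symbol, were chosen only after the result was seen, while the splits and the comparison with slide neighbours were planned, after the counts with slide as a block were known. In each group of 4 or 5 arrays, a value was singled out when the gap between it and the nearest other array took up more of the range of the group than Dixon's 95% critical value allows. Of 91 groups of values, 9 held such an array, and chance gives about 1 in 20.

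Of the 9 values, 4 belonged to replicate 5 of NRCWE-002 at 162 µg on day 1. Its log2 ratio was -0.57 for Saa3 (others 3.49 to 4.41), 0.064 for Saa1 (others 3.33 to 4.30), 2.58 for Lcn2 (others 4.32 to 4.80) and 3.65 for Slc26a4 (others 5.06 to 5.36). The array had 63.5% of its spots well above background, within the range of the other 4 (62.5% to 73.3%), which argues against a poor array. Of the 100 genes that stood highest at 162 µg against 18 µg of NRCWE-001, a choice in which no vehicle array took part, 46 lay above all vehicle arrays on this array, against 72 to 84 on the other 4. Each vehicle array had 12 to 29 of them above the other 4 vehicle arrays. The count was looked at first, against a bound of most of the genes, which it did not reach, and the mean over the same genes was taken after it. That mean was 0.29 on this array, against 0.57 to 0.63 on the other 4, 0.16 ± 0.026 (SD, n = 5) on the vehicle arrays of day 1 and at most 0.26 on any of the 9 vehicle arrays of both days. It lay above 0.24, the upper limit of the 95% range for a further vehicle array of day 1. Saa3, at -0.57, lay above the vehicle arrays of day 1, of which the highest was -3.04. These values argue against RNA of a vehicle mouse under its label. A smaller response of this animal, a part of the dose lost at instillation, or the label of a lower dose could each give such values, and none of them was tested.

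Replicate 5 of NRCWE-001 at 162 µg on day 1 was low for Tmem176b, at 0.77 (others 1.73 to 1.86), and for Slc26a4, at 1.34 (others 4.79 to 5.41). It had 68.1% of its spots well above background, against 68.1% to 71.4% on the other 4, which argues against a poor array. Of the 100 genes that stood highest at 162 µg against 18 µg of NRCWE-002, 20 lay above all vehicle arrays on it, against 85 to 97 on the other 4, and each vehicle array had 16 to 26 of them above the other 4 vehicle arrays. The mean over these genes was -0.0064 on it, against 0.73 or more on the other 4 and 0.0073 ± 0.038 (SD, n = 5) on the vehicle arrays of day 1. RNA of a vehicle mouse under its label and an animal that took up little of the dose cannot be told apart here, because both leave most genes at the vehicle level and no label or value of the array separates them. Without this array the number of genes called at 162 µg was 290 in place of 100.

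The other 3 values were set beside the 3 other arrays of the same slide, each taken from its own group mean. The Bicluster 7 score of NRCWE-001 at 18 µg on day 1 was -0.31 in replicate 2 (others -0.78 to -0.65), 0.31 above its group mean, while its slide neighbours deviated by -0.021 on average, from -0.08 to 0.04. Tgm1 in replicate 4 of NRCWE-002 at 162 µg on day 28 was 1.31 (others 0.66 to 0.84), 0.43 above its mean, and its neighbours deviated by 0.10 on average, from -0.64 to 1.18, with 1 of 3 in the same direction. The neighbours of the first array argue against the slide as the cause of its score. Those of the second spread more widely than its own deviation, so the slide cannot be told apart from a difference between animals there. Nfkbiz in vehicle replicate 2 of day 1 was -1.04 (others -1.47 to -1.35), 0.28 above its mean, and 3 of 3 neighbours deviated the same way, by 0.26 on average, so the slide is a candidate explanation for that value. No biological explanation was tested for these 3 values, and differences between animals stay open.

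The effect of the particles differed for 22 genes on day 1 and 834 genes on day 28, by a direct contrast of NRCWE-002 with NRCWE-001. Of 100 splits of the arrays of each day, the real one included, 1 gave as many genes on day 1 and 4 on day 28. Chance is thus unlikely as the way the arrays were grouped. On day 28 it is not excluded, as another split reached 3010 genes. A split that follows the order of scanning gave 0 genes by limma on day 1 but 3295 on day 28, more than the real split. That split left 22 of 30 arrays of day 1 and 20 of 30 of day 28 in their real group. It therefore cannot separate the order of scanning from the particles. With slide as a fixed block the counts of the particles were 0 and 4. The remaining arrays of the slides, from other groups, carried part of the difference. Across genes, which are not independent replicates, the difference between the particles correlated at r = 0.458 on day 28 with the difference between the other arrays of the same slides, taken from their own group means. For shuffled arrays the upper limit of the 95% range was 0.423, and 4 of 1000 shuffles gave a value as large. On day 1 the correlation was 0.283, against 0.230 and 6 of 1000. Slide and scan batch are therefore a candidate explanation for part of the difference between the particles on both days. Of the 6 named genes, 5 kept their direction with slide as a block. A real difference of the particles stays open on both days, since most slides with exposed arrays of either day held only one of the particles. The block removes a slide effect and a particle effect alike there.

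Probes with no matched gene symbol were not among the 17628 genes of the report, and beside the genes they entered only the alternative that kept them. Here they were tested as 10340 features apart from the genes, with p-values adjusted over these features alone. At 162 µg on day 1, limma called 5 of them for NRCWE-001 and 1 for NRCWE-002. Of 100 splits of the arrays, 4 gave as many for NRCWE-001 and 5 for NRCWE-002. Chance is unlikely but not excluded for NRCWE-001, where another split gave 8, and it stays open for NRCWE-002. They were not set against slide or array quality, and the effect of the particle stays open.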

How the results depend on the processing

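The alternative with unmatched probes kept as features was chosen only after the data had been seen, and all others were planned. No paired analysis was possible by replicate number because the labels number the samples from 1 to 69 across the series, and a replicate number here was given by order. Replicates 1, 2 and 3 of vehicle and of NRCWE-001 on day 1 each shared a slide, and comparisons within slides were made with slide as a block. Of 500 values of the main results under the alternatives, 398 kept their direction and their side of the threshold, or a count within 1.5 times the reported one. The total includes 43 values under Aquantile. Far fewer were kept with slide as a fixed block (8 of 22), slide as a random block (4 of 20) and scan day as a fixed block (4 of 20). With separate fits 8 of 20 were kept. Aquantile left the log ratios unchanged and says nothing about stability, and neither do the scores per animal, whose test was too small to pass the threshold. Of 359 values of single genes and of the other biclusters, 288 kept direction and call, 67 lost the call and 4 changed direction. For every change given here the cause was not tested, except where fewer or more features were tested.

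The calls of Saa3, Saa1 and Lcn2 for NRCWE-002 at 162 µg on day 1 and of Hspa1a for NRCWE-001 at 18 µg on day 28 were kept under all alternatives run for them and without any 1 array. The enrichment of Bicluster 3 for NRCWE-002 on day 1 and that of Bicluster 7 for NRCWE-001 on day 28 were kept in the same way. With the filter for probes well above background on all arrays, 12752 genes were tested, and Cxcl5 and Stra6l gave no value because they are too dim. Signal over background limits such genes, since a dim probe has a compressed ratio.

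The processed signals of the scanner software gave 70 genes for the dose effect of NRCWE-001 on day 1. At 162 µg of NRCWE-001 they gave 66 on day 1 and 1 on day 28. On day 28 they gave 22 for NRCWE-001 at 18 µg (17 higher and 5 lower) and 1 at 54 µg. The particles differed on day 28 for 531 genes, 186 of them higher. The likeness of the particles on day 1 was 0.692, and no unchanged groups were simulated with these signals. Bicluster 7 passed the threshold for NRCWE-001 on day 1 with 2.75, Bicluster 3 fell short for NRCWE-001 on day 28 with 2.65, and 2 biclusters were enriched in that experiment.

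Median centring gave dose effects of 37 genes for NRCWE-001 on day 1, 44 for NRCWE-001 on day 28 and 95 for NRCWE-002 on day 1. It gave 37 genes at 162 µg of NRCWE-001 on day 1 (33 higher and 4 lower) and 42 for NRCWE-002. On day 28 limma gave 18 for NRCWE-001 at 18 µg, 0 for NRCWE-002 at 162 µg (1184 genes had an unadjusted p below 0.05 with loess) and 4518 between the particles. Of these 4518 genes 8.23% were higher, against 45.4% with loess. Bicluster 7 passed the threshold for NRCWE-001 on day 1 with 2.86, where 5 biclusters were enriched, and Bicluster 2 changed direction for NRCWE-002 on day 28, at -0.21. Median centring moved the median of all genes by more than 0.1 only for the change of the NRCWE-002 effect between the days, to -0.13. For the difference between the particles on day 28 it moved that median from 0.0053 to -0.076, the direction in which most of the 4518 genes lay.

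Slide as a fixed block gave dose effects of 1294 and 343 genes for NRCWE-001 and 409 and 2 for NRCWE-002 on days 1 and 28. The doses of NRCWE-001 on day 1 gave 4, 134 and 777 genes, and those of NRCWE-002 gave 1, 252 and 340. On day 28, 18 µg of NRCWE-001 gave 85 genes and limma gave 0 at 162 µg, beside 1517 at an unadjusted p below 0.05 without the block. The particles differed for 0 genes on day 1 (1298 at an unadjusted p below 0.05 without the block) and 4 on day 28, and Lars2 changed direction, to -0.076.

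Slide as a random block gave dose effects of 996 and 503 genes for NRCWE-001 and 500 and 7 for NRCWE-002. At 162 µg it gave 586 genes for NRCWE-001 on day 1, 506 for NRCWE-002 on day 1 and 15 for NRCWE-002 on day 28. For 18 and 54 µg of NRCWE-001 it gave 1 and 77 genes on day 1 and 126 and 3 on day 28, and for 54 µg of NRCWE-002 on day 1 it gave 195. The particles differed for 5 genes on day 1 and 19 on day 28, and the effect of 162 µg changed between the days for 2 genes with NRCWE-001 and 7 with NRCWE-002.

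Scan day as a fixed block gave dose effects of 1147 and 308 genes for NRCWE-001 and 727 and 2 for NRCWE-002. The doses of NRCWE-001 on day 1 gave 2, 91 and 762 genes. On day 28, 18 µg of NRCWE-001 gave 86, and limma gave 0 at 162 µg, where 1517 genes had an unadjusted p below 0.05 without the block. For NRCWE-002 it gave 146 genes at 54 µg and 780 at 162 µg on day 1, and 18 at 162 µg on day 28. The particles differed for 5 genes on day 1 and 5 on day 28, the effect of 162 µg changed between the days for 3 and 22 genes, and Lars2 changed direction, to -0.075.

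Separate fits of only the arrays compared, which estimate the spread of a gene from fewer arrays, gave dose effects of 322 and 17 genes for NRCWE-001 on days 1 and 28 and 615 for NRCWE-002 on day 1. For NRCWE-001 they gave 86 genes at 54 µg and 51 at 162 µg on day 1, and 3 at 18 µg and 0 by limma at 162 µg on day 28, beside 1517 at an unadjusted p below 0.05 in the fit of all arrays. For NRCWE-002 they gave 84 genes at 54 µg and 605 at 162 µg on day 1, and 0 by limma at 162 µg on day 28, beside 1184 at an unadjusted p below 0.05 in the fit of all arrays. The particles differed for 79 genes on day 1 and 25 on day 28.

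With unmatched probes kept as features, 27968 features were tested in place of 17628. For NRCWE-001 on day 1 this gave 1 at 18 µg and 3 at 54 µg, and for NRCWE-002 at 162 µg on day 28 limma gave 0, as more tests were adjusted together, beside 1184 genes at an unadjusted p below 0.05. The authors' table gave 1 gene for NRCWE-001 at 54 µg on day 28, 20 for NRCWE-002 at 54 µg on day 1 (14 higher and 6 lower) and 3.02 for Bicluster 7 with NRCWE-001 on day 1, past the threshold. It gave 1186 genes between the particles on day 28, 30.6% of them higher. No background correction gave 20 genes for NRCWE-002 at 54 µg on day 1 (14 higher and 6 lower), 25 for NRCWE-001 at 18 µg on day 28 (18 higher and 7 lower) and 3.03 for Bicluster 7 with NRCWE-001 on day 1, past the threshold. For NRCWE-002 at 162 µg on day 28, probes well above background on all arrays gave 4 genes and the brightest probe per gene gave 2.

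Random gene lists matched on intensity put Bicluster 3 below the threshold for NRCWE-001 on day 1, with z = 2.24, and Bicluster 7 past it on day 1, with 2.38 for NRCWE-001 and 3.23 for NRCWE-002, and 1 bicluster was enriched for NRCWE-001 on day 1. They also put Bicluster 2 past the threshold for NRCWE-001 on day 1 in the negative direction, with z = -2.89. In the main test its t statistic was -2.36, short of the threshold. With the moderated F, Bicluster 7 passed the threshold for NRCWE-001 on day 1 at 2.74. Bicluster 3 fell short on day 28 at 2.34 for NRCWE-001 and 2.21 for NRCWE-002, and Bicluster 7 fell short at 2.41 for NRCWE-002 on day 28, where 2 biclusters were enriched. With the F after a slide block, Bicluster 3 fell short for NRCWE-001 on day 28 at 0.922 and changed direction for NRCWE-002 on day 28, at -1.04. Bicluster 7 fell short there at 0.582, Bicluster 9 changed direction to -2.02, and 1 bicluster was enriched for NRCWE-002 on day 28 and 2 on day 1.

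Leaving out 1 array at a time moved the dose effect of NRCWE-001 from 38 to 298 genes on day 1 (without replicates 4 and 5 at 162 µg) and from 38 to 282 on day 28 (without replicates 5 and 2 at 162 µg). That of NRCWE-002 ran from 52 to 265 on day 1 (without replicates 2 and 5 at 162 µg) and from 0 by limma, where 764 genes had an unadjusted p below 0.05 with all arrays, to 5 on day 28 (without replicate 1 at 162 µg). The range for NRCWE-001 on day 1 was 0 to 1 at 18 µg (without replicate 3 of that dose), 0 to 1 at 54 µg (without replicate 4) and 14 to 290 at 162 µg (without replicates 4 and 5). On day 28 it was, for NRCWE-001, 11 to 42 at 18 µg (without vehicle replicates 1 and 3), 0 to 1 at 54 µg (without replicate 1) and 0 to 79 at 162 µg (without vehicle replicate 4 and replicate 3 of the dose). With NRCWE-002 on day 1 it was 0 to 1 at 18 µg (without replicate 1), 0 to 17 at 54 µg (without replicates 1 and 2) and 24 to 210 at 162 µg (without replicates 2 and 5). With NRCWE-002 on day 28 it was 0 to 12 at 18 µg (without replicate 3) and 0 to 65 at 162 µg (without replicates 2 and 1).

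The difference between the particles ran from 8 to 36 genes on day 1 (without replicates 1 and 5 of NRCWE-002 at 162 µg) and from 343 to 1458 on day 28 (without NRCWE-002 replicate 2 at 54 µg and replicate 5 at 162 µg). The change between the days ran from 0 to 3 genes for NRCWE-001 (without replicate 5 at 162 µg on day 1) and from 0 to 8 for NRCWE-002 (without replicate 1 at 162 µg on day 28). With all arrays 765 and 1178 genes had an unadjusted p below 0.05 there by limma. The likeness of the particles on day 1 ran from 0.816 (without NRCWE-001 replicate 1 at 162 µg) to 0.875 (without vehicle replicate 5).

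With NRCWE-001 on day 1, Bicluster 3 ran from 1.88 to 4.55 (without replicates 4 and 5 at 162 µg), Bicluster 7 from 1.54 to 3.44 (without replicate 4 at 162 µg and replicate 4 at 18 µg), past the threshold in 5 of 20 fits, and the number of enriched biclusters from 1 to 4 (without vehicle replicate 2 and replicate 4 at 54 µg). On day 28 Bicluster 3 ran for NRCWE-001 from 2.35 to 5.37 (without vehicle replicates 2 and 3). Bicluster 7 ran for NRCWE-002 on day 1 from 1.37 to 3.07 (without replicates 5 and 1 at 18 µg), past the threshold in 11 of 20 fits. For the same particle on day 28, Bicluster 3 ran from 1.84 to 6.39 (without vehicle replicate 2 and replicate 1 at 18 µg), Bicluster 7 from 0.950 to 5.53 (without replicate 2 at 162 µg and vehicle replicate 2) and the number of enriched biclusters from 3 to 6 (without replicate 2 at 162 µg and replicate 1 at 54 µg).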

Other observations

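The tests of swapped labels, of the arrays with a low Saa3 and of the 18 µg genes of NRCWE-001 on day 28 were chosen only after the result was seen, while the splits, the marker lists and the tests of the spread of Bicluster 3 were planned before their own values were seen.

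Each count of genes and each enrichment was set beside 100 splits of the same arrays into groups of the same sizes, the real split included. For the dose effect, 1 split gave as many genes for NRCWE-001 on day 1, 6 for NRCWE-001 on day 28, 1 for NRCWE-002 on day 1 and 100 for NRCWE-002 on day 28. On day 1 no split but the real one gave as many for either particle, which argues against chance. Chance cannot be excluded for NRCWE-001 on day 28. For NRCWE-002 on day 28 limma called 0 genes in the real split, beside 764 at an unadjusted p below 0.05, so every split is as large and the comparison says nothing about chance. At 18, 54 and 162 µg against vehicle, the numbers were 100, 100 and 4 for NRCWE-001 on day 1, 3, 100 and 13 for NRCWE-001 on day 28, 100, 1 and 1 for NRCWE-002 on day 1, and 100, 100 and 12 for NRCWE-002 on day 28. For 54 and 162 µg of NRCWE-002 on day 1 no split but the real one gave as many genes, which argues against chance. For 162 µg of NRCWE-001 on day 1 and 18 µg of NRCWE-001 on day 28, chance is unlikely but not excluded. Other splits there reached 103 and 206 genes, against 100 and 34 in the real ones. Chance cannot be excluded for 162 µg of either particle on day 28. These numbers were not adjusted for the number of comparisons. In the 6 comparisons with 100 the real count was 0, so they say nothing about chance. The same holds for the change of the effect between the days, with 100 and 100, where limma called 0 genes in the real split, beside 765 and 1178 genes at an unadjusted p below 0.05.

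The enrichment tests take genes as independent, and the splits, which keep genes that rise and fall together, do not. For Bicluster 3, 13 and 7 of 100 splits gave a t statistic as large for NRCWE-001 on days 1 and 28, and 5 and 3 for NRCWE-002. For Bicluster 7 they were 9 and 4 for NRCWE-001, and 13 and 6 for NRCWE-002. For the number of enriched biclusters they were 31 and 5 for NRCWE-001, and 15 and 4 for NRCWE-002. Taken singly, chance is unlikely but not excluded for Bicluster 3 and the number of enriched biclusters with NRCWE-002 on day 28. The same holds for Bicluster 7 with NRCWE-001 on day 28, and for none of the other 9 results. These counts were not adjusted for the 12 results, and the splits moved arrays between slides freely, so they say nothing about slides. With the F after a slide block, Bicluster 3 was at -1.04 and 1 bicluster was enriched for NRCWE-002 on day 28, so neither result of that experiment held within slides, while Bicluster 7 for NRCWE-001 on day 28 was at 3.92, past the threshold. Several of these tests with a small adjusted p are therefore less sure than that p would make them.

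The scores of Bicluster 3 spread more among exposed animals of a group (SD within groups 0.420, 60 arrays) than among vehicle animals (0.128, 9 arrays), and most at 162 µg (0.562, 20 arrays). With slide as a term beside the groups the SD of exposed animals was 0.386, and with the share of spots well above background as a term it was 0.410, so neither slide nor array quality accounts for the spread as a whole. That share did relate weakly to the score within groups (Pearson r = -0.260, permutation p = 0.04, adjusted p = 0.04; Spearman rho = -0.258, permutation p = 0.046; n = 60 arrays), with -0.220 without the 2 arrays farthest from the median and 0.0143 after slide means were removed, so it did not hold within slides. The mean of 6 neutrophil genes, none of them in a bicluster, rose with the score across exposed animals within groups. Pearson r was 0.675 and Spearman rho 0.619, each with a permutation p of 1e-05, the smallest that 100000 permutations give (adjusted p = 1.3e-05 over 4 relations). The r was 0.589 without the 2 farthest arrays and 0.575 after slide means were removed. Over all arrays S100a9 ran from 5.94 to 8.10 and S100a8 from 1.25 to 4.14, so S100a9 exceeded the reference on every array, and Lcn2, 1 of the 6, is also a named gene. A candidate explanation for the spread is inflammation that differed between animals given the same dose. Differences in the dose that reached the lung piece sampled were not tested and would look alike.

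At 162 µg, 4 of 20 arrays had a Bicluster 3 score no higher than the highest vehicle array of the same day. For 1 of them, replicate 3 of NRCWE-002 on day 28 with a score of -0.11, no other array of any group on its slide lay above the vehicle arrays of its day, which argues against labels swapped between 2 arrays of that slide. For the other 3 an array on the slide was raised. Beside replicate 1 of NRCWE-002 on day 28, at -0.02, the highest was replicate 1 of 18 µg at 1.02. Beside replicate 2 of NRCWE-001 on day 28, at -0.14, it was replicate 3 of 18 µg at 0.066, and beside replicate 5 of NRCWE-001 on day 1, at -0.23, it was replicate 3 of NRCWE-002 at 54 µg, at 0.23. Labels swapped between arrays of these slides cannot be told apart from a difference between animals, because no value of these arrays depends on the dose alone.

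On day 1, 3 of 10 arrays at 54 and 162 µg of NRCWE-001 had Saa3 no higher than the vehicle arrays, which ran from -3.78 to -3.04, against 0 of 10 for NRCWE-002. The difference between the particles was not tested. The 3 arrays were replicates 4 and 5 of 54 µg and replicate 5 of 162 µg, on 2 slides, and the other 7 ran from 1.58 to 5.14. On the same slides, 2 arrays of NRCWE-002 at 54 µg had Saa3 at 1.20 and 1.84, above the vehicle arrays, so these slides did not keep every array at the vehicle level. They were however the lowest arrays of their group (others 2.30 to 4.65). All 7 raised arrays of NRCWE-001 lay on other slides, so the slide is not excluded. The highest Saa3 among the vehicle and 18 µg arrays of day 1 was -0.37, which argues against a swap with one of those. What stays open for these 3 arrays is an effect of the slide, that the animals took up little of the dose, or that the labels were wrong with no partner among those arrays. The last 2 cannot be told apart because no value records the dose in the lung.

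NRCWE-001 at 18 µg on day 28 gave 34 genes, more than the higher doses of that day. Of these, 28 remained called with slide as a fixed block, which argues against the slide as the whole cause, although the changes correlated across genes at r = 0.377 with those of the other arrays of the slides (upper limit of the 95% range of shuffled arrays 0.326, 12 of 1000 as large). Beside Hspa1a, whose change ran from 2.06 to 2.33 over 12 alternatives, the genes called included Hspa1b (log2 fold change 0.99 ± 0.11, SE, n = 5 and 4, adjusted p = 4.99e-09), Hsph1 (1.43 ± 0.20, adjusted p = 1.01e-05), Per1 (1.25 ± 0.29, adjusted p = 0.0456), Per2 (0.58 ± 0.13, adjusted p = 0.0300) and Tsc22d3 (1.08 ± 0.23, adjusted p = 0.0212). These were chosen after their values were seen. Hspa1a and Hspa1b are near-identical, so probes of one may read the other. The time of day at which lungs were taken and the handling of the animals or tissue were not tested, and the effect of the dose stays open.

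The score of Bicluster 9, which holds heart muscle genes, varied by as much among vehicle animals (SD within groups 0.90) as among exposed animals (0.91). The mean of 6 heart muscle genes outside the biclusters followed it across the 69 animals within groups, with Pearson r = 0.951 and Spearman rho = 0.954 (permutation p = 1e-05 each, the smallest possible; adjusted p = 1.3e-05). The r was 0.946 without the 2 farthest arrays and 0.950 after slide means were removed. The heart list had 10 genes, 4 of which are in a bicluster and were left out. Sln ran from -0.26 to 6.57, Myl7 from 1.61 to 6.86 and Tnni3 from -0.68 to 4.73 over the arrays. The mean of 5 fat tissue genes, with Adipoq from -0.27 to 5.33, also followed the score, with r = 0.726 and rho = 0.783 (permutation p = 1e-05 each; adjusted p = 1.3e-05), 0.797 without the 2 farthest arrays and 0.707 after slide means were removed. A candidate explanation for the changes of Bicluster 9 is heart tissue in some of the lung pieces sampled. Heart muscle cells in the walls of lung veins were not tested apart from it, and an effect of the particle stays open.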
